A study of Mus musculus with 16 samples. Its data were reported in "Identification and Small Molecule Inhibition of an Activating Transcription Factor 4 (ATF4)-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy" (2015).

How the data were processed

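Quadriceps femoris RNA from 8 ATF4 mKO and 8 littermate control mice, all male and 22 months old, was hybridised by the authors to the second version of Illumina's Ref-8 bead array for mouse, 1 array per mouse, and processed in BeadStudio. The values used here are the log2 signals per probe that the authors deposited as 1 table for the series. Where the study describes its array comparisons, it calls the signals log2 signals. Background correction, transformation, normalization and the software version are not given in the sources used here. The 16 arrays had nearly, but not exactly, equal distributions (the largest gap between values of equal rank was 0.235), and every array had a floor near 8.3. Such a floor compresses the change of a weakly expressed mRNA, and a ratio computed from these values understates it. No detection p-value was used. The position of an array on a slide is not given in the sources used here. A slide of this kind holds several arrays, so a slide effect could not be separated from genotype, and the planned fit with slide as a block was not run. A planned test of pseudocounts did not apply to values on the log2 scale.

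Genotype and mouse number were taken from the labels of the samples, which name separate mice. The probe annotation used here gave 1 gene symbol to 23978 of 25697 probes and none to 1719, and no probe had several. Symbols were checked through gene identifiers in a table of mouse genes (assembly GRCm38.p6), in which 23962 probes had a match and 16 had none. No symbol changed. The 23978 named probes stood for 16593 genes, of which 4777 had more than 1 probe. No coordinates are given because the files name no genome build. Arrays correlated between 0.994 and 0.998 with each other, and no columns were identical. Over the brighter part of the probes, the first principal component held 17.0% of the variance and the second 14.6%.

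Each probe was fitted with lmFit and eBayes in limma 3.58.1 (R 4.3.3) as ATF4 mKO against control over all 16 arrays, with a two-sided test, and p was adjusted by Benjamini and Hochberg over 25697 probes. A probe was called at an adjusted p of 0.1 or less, a rate the study marks for a part of its probes. The study otherwise relied on an unadjusted t-test, and for that reason the methods' t-test was run on the same values and is given at an unadjusted p of 0.025. Standard errors and 95% intervals of changes are those of limma, and spreads of groups are SDs.

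Before the data were examined, 29 gene lists, the tests, the alternatives and the rule for named genes were fixed. The rule named Atf4, the 15 largest falls and 10 largest rises among called genes, 1 probe per gene by smallest p, the genes that the study's text names, and up to 4 members of each list with the smallest p. Where probes of a gene whose value is printed differ in sign or in call, each is given. Lists were tested with limma's camera over 16593 genes, each by its brightest probe, with a preset correlation of 0.01, and called at an adjusted p of 0.05 over the 29 lists. Camera with an estimated correlation and fry were run beside it. Counts of members refer to the brightest probe of each gene. Values per mouse were compared with two-sided exact permutation tests over 12870 arrangements, and relations within a genotype with exact tests over 40320 pairings (Python 3.11.15, SciPy 1.17.1).

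The fits were tested on simulated data. Arrays were drawn from the mean and SD of each of the 25697 probes, with 200 probes of the brighter part changed, 50 for each size. Of changes of 0.1, 46.0% were called, of 0.2, 74.0%, of 0.4, 96.0%, and of 0.8, 100%. False calls made up 8.67% of 173 calls. The real comparison gave 35 calls, and with fewer calls the adjustment demands a smaller p. The shares found in the simulation can therefore be too high for the real comparison. A shift of 0.1 placed on 1 list was called and no other list was. Probes were drawn independently, so the simulated lists held no correlation between their genes. The simulation therefore does not show how often the list test calls falsely on the real arrays.

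The alternatives were quantile normalization of the deposited values, centring each array on its median, leaving out the dimmer part of the probes, array weights, mouse number as a replicate block, each array left out in turn, the methods' t-test, a variance prior that follows the signal with robust estimation, other thresholds, and the mean of all probes of a gene. A fit without control mice 3 and 7, which lay apart from the other controls on the principal components, was added after the data were seen, as were fits with that prior alone and with robust estimation alone. ATF4 mKO mice 5 and 8 lay farther out on the first component (-6.94 and -7.22) than control mouse 7 (-5.82) and were kept. The fit without control mice 3 and 7 has fewer arrays and less power, so a call lost there need not rest on those mice.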

Results

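Quadriceps femoris mRNA was measured in 16 male mice at 22 months of age. In 8 ATF4 mKO mice the gene for ATF4, a transcription factor of the cellular stress response, was deleted by a Cre recombinase that is active in skeletal muscle fibres and heart. The other 8 mice were littermates with the same floxed Atf4 alleles and no Cre, called control mice here. Each mouse contributed 1 array, and 25697 probes were read on each. Signals ran from 8.25 to 15.401 on the log2 scale, and the median of an array lay between 8.378 and 8.381. A floor near 8.3 was shared by all arrays, and 65.7% of probes had a mean signal below 8.5, so that a change in a weakly expressed mRNA was compressed. The number of arrays limits the precision of every comparison below.

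The comparison asked which mRNAs depend on ATF4 in aged muscle. The Atf4 signal was 10.45 ± 0.12 in control mice and 8.52 ± 0.05 in ATF4 mKO mice (SD, n = 8), a fall of the log2 signal of -1.93 ± 0.04 (S.E.) that was seen in 8 of 8 ATF4 mKO mice (limma, adjusted p = 1.26e-13). With limma at an adjusted p of 0.1, 35 of the 25697 probes changed: 25 fell and 10 rose. The falls covered 19 named genes, Atf4 among them, and 1 probe, ILMN_2642681, that the annotation used here gives no gene. The log2 change of that probe, -2.64, was the largest of all. The study states that Atf4 mRNA had the largest reduction in this comparison. The Atf4 signal of ATF4 mKO mice (8.52) lay close to the floor, which compresses its fall, and that of ILMN_2642681 (9.21) lay higher. The sizes of these falls can therefore not be ranked. Whether ILMN_2642681 measures Atf4 or another mRNA cannot be told from the annotation used here. Apart from ILMN_2642681 and Atf4, the falls ran from -1.01 for Atf5 to -0.08 for Mthfd2, and no rise exceeded 0.26. Groups did not overlap at 26 probes, where relabelled mice would give 3.99 on average, and 21 of these 26 were among the 35.

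**Figure D1:**
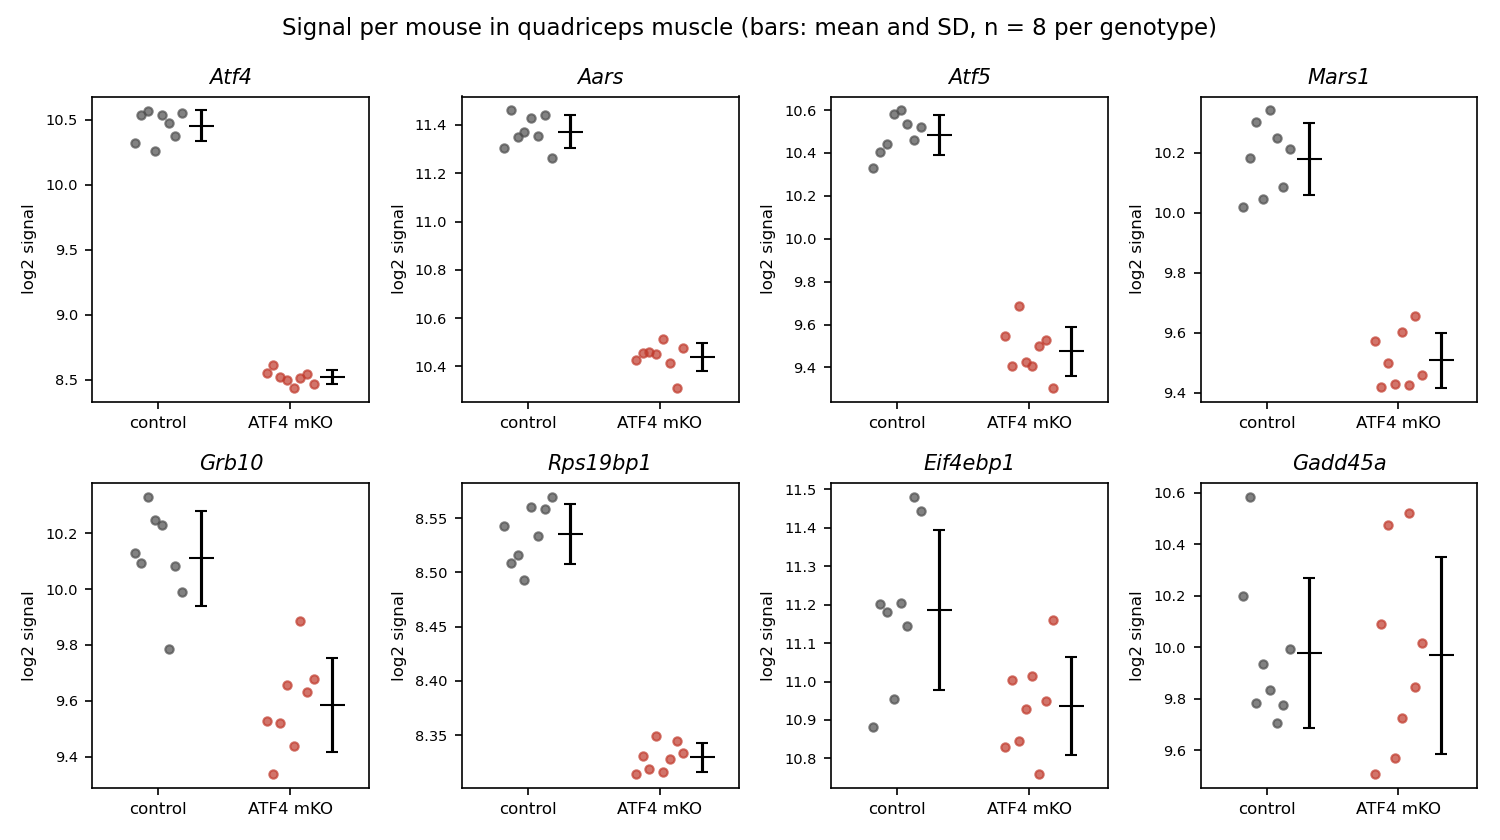
Log2 signal of 8 genes in the quadriceps of each mouse, control in grey and ATF4 mKO in red, with the mean and SD of each genotype (n = 8). Atf4, Aars, Atf5, Mars1 and Rps19bp1 separate the genotypes without overlap, Grb10 overlaps slightly, and Gadd45a spans about the same range in both.

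Aminoacyl-tRNA synthetases of the cytosol, the enzymes that charge tRNAs for protein synthesis, made up the largest group of falls. Of 19 measured, 7 fell, 0 rose and 12 did not pass. Aars, the alanine enzyme, fell from 11.37 ± 0.07 to 10.44 ± 0.06 (SD, n = 8), a change of -0.93 ± 0.03 (S.E.; limma, adjusted p = 1.49e-11). Mars1 (methionine) changed by -0.67, Iars (isoleucine) by -0.60, Gars (glycine) by -0.42, Nars (asparagine) by -0.40, Sars (serine) by -0.35 and Lars (leucine) by -0.27. Each was lower than the control mean in 8 of 8 ATF4 mKO mice. A second probe of Mars1 gave -0.18 and one of Sars -0.16, both past the threshold. The Sars probe with -0.16 lost its call in 12 of the 16 fits without 1 array (adjusted p between 0.115 and 0.218), all but those without control mouse 1, 3, 5 or 6, and with array weights, the methods' t-test, robust estimation alone and without control mice 3 and 7. That call was also lost with mouse number as a replicate block. A second Iars probe gave -0.48, past the threshold, and the other Iars probes, at the floor of the signal, gave -0.02 and -6.1e-05 and did not pass.

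The 12 synthetases that did not pass were Cars, Wars, Farsb, Farsa, Kars, Vars, Rars, Qars, Tars, Hars, Eprs and Yars. Their changes lay between -0.07 and 0.03. The 95% interval of every one excluded a fall as large as the -0.27 of Lars, and 5 of the 12 were at least as bright in control mice as Sars, the dimmest of those that fell. Cars, Farsa, Hars and Yars lay at the floor in control mice (8.37, 8.41, 8.40 and 8.33), and Tars (8.59) was close to it. At the floor a fall of that size could not have shown, so those intervals say nothing about dependence on ATF4. These 12 members were named after their values were seen. Adjusted over the list alone, 8 of 19 fell, with Cars as the addition. The same 7 passed after quantile normalization and after centring each array on its median. The deposited arrays already had nearly equal distributions, so these settings could change little. Among the synthetases of the mitochondrion, 0 of 14 measured passed, their mean change was 0.01, and Iars2 gave 0.05. Of these 14, 2 were at least as bright in control mice as Sars and 6 lay below 8.5, where changes are compressed. The per-mouse difference between the means of the cytosolic and mitochondrial lists was 0.95 ± 0.03 in control mice and 0.74 ± 0.02 in ATF4 mKO mice (SD, n = 8; two-sided exact permutation p = 0.000155, the smallest that 12870 arrangements can give). This test of the difference was chosen after the data were seen. The cytosolic mean contains the 7 enzymes already called, which the study also names from these arrays. The p of the difference was therefore bound to be small and adds no evidence to their single calls.

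**Figure D2:**
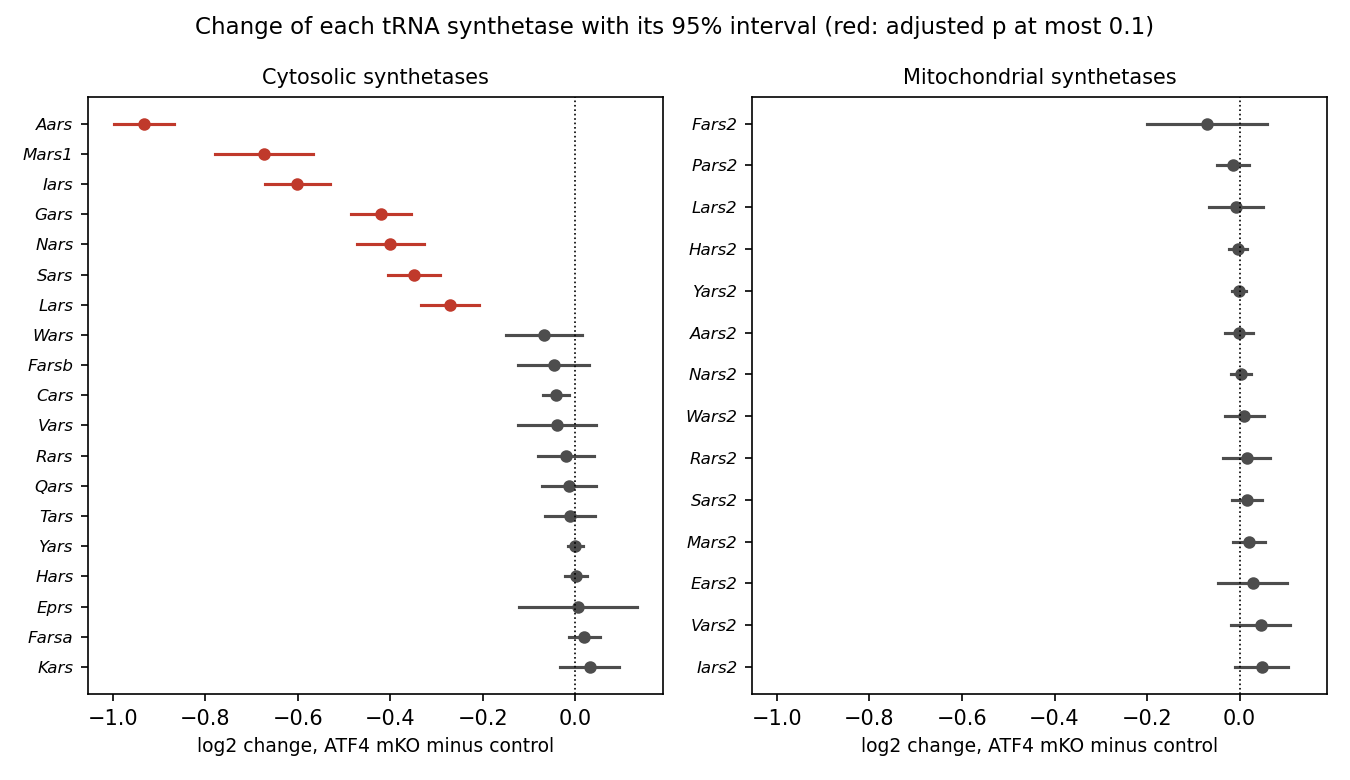
Log2 change of each measured tRNA synthetase (ATF4 mKO minus control) with its 95% interval, cytosolic enzymes on the left and mitochondrial enzymes on the right. Red points passed an adjusted p of 0.1, which 7 of 19 cytosolic and 0 of 14 mitochondrial enzymes did.

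Other genes of amino acid supply fell as well. Among 11 amino acid transporters, 2 fell: Slc6a9, a glycine transporter, by 0.21, and Slc7a5, a subunit of a transporter of large neutral amino acids, by 0.12. Slc38a2, a transporter the study named as an ATF4 target, gave -0.26, -0.12 and -0.01 on its 3 probes and passed on none (limma, lowest adjusted p = 0.888). Among 14 enzymes of amino acid and one-carbon synthesis, 2 fell: Aldh18a1, of proline synthesis, by 0.13, and Mthfd2, of mitochondrial folate metabolism, by 0.08. The call of Mthfd2 was lost without control mice 3 and 7. With mouse number as a replicate block, the calls of Slc6a9, Slc7a5, Aldh18a1 and Mthfd2 were lost. Slc7a5, Aldh18a1 and Mthfd2 had control signals of 8.60, 8.54 and 8.46, close to the floor, so the size of their change cannot be compared with that of the brighter synthetases. Aldh1l2 gave -0.12 and just missed the threshold (limma, adjusted p = 0.118), and Asns, asparagine synthetase, gave -0.08 (adjusted p = 0.647). Adjusted over the list alone, 4 of the 14 enzymes and 2 of the 11 transporters fell.

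Of 17 other factors of the integrated stress response, Atf5, a transcription factor related to ATF4, was the member that fell. Its signal went from 10.48 to 9.48, a change of -1.01 ± 0.05 (S.E.; limma, adjusted p = 5.55e-09). Nupr1 gave -0.28 (adjusted p = 0.555) and Cebpg -0.03 (adjusted p = 0.834). Eif4ebp1, which encodes an inhibitor of translation initiation, was 11.19 in control and 10.94 in ATF4 mKO mice. The difference of -0.25 ± 0.08 (S.E.) had the same direction in 8 of 8 mice, with an unadjusted limma p of 0.00715 and an adjusted p of 0.723. Adjusted over the list alone, 4 of the 17 fell. Among 29 translation initiation factors, 1 fell: Eif2s2, a subunit of the factor eIF2, by 0.31 and 0.37 on its probes. Both Eif2s2 calls were lost with mouse number as a replicate block. Eif3c (-0.11), Eif3l (-0.09) and Eif4h (0.09) did not pass, and 1 of the 29 fell when adjusted over the list alone. Endoplasmic reticulum chaperones and their partners had 1 fall among 16 members, also with adjustment over the list alone. That was Herpud1, a membrane protein of protein degradation at the endoplasmic reticulum, by 0.30 and 0.23 on its probes. The call of the latter probe was lost without control mouse 6 (adjusted p = 0.106), with the methods' t-test and without control mice 3 and 7, and that of the former in the last of these fits. Both Herpud1 calls were lost with mouse number as a replicate block.

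Of the 18 named genes that fell besides Atf4, 13 belonged to these lists of synthetases, synthesis enzymes, transporters, stress response factors and initiation factors, which together held 90 of 16592 genes. The study reports several of these genes as ATF4-dependent in aged muscle, so the overlap is given without a test. The remaining 5 were Grb10, Herpud1, Rps19bp1, Lrrc8a and Tceal8. Grb10, an adaptor that restrains insulin receptor signalling, fell from 10.11 to 9.58, a change of -0.53 ± 0.08 (S.E.; limma, adjusted p = 0.00929). Lrrc8a, a subunit of a volume-regulated anion channel, fell by 0.17, a call that was lost without control mice 3 and 7, and a second probe with -0.07 did not pass. Tceal8 fell by 0.13 and lost its call when control mouse 2 or 8 or ATF4 mKO mouse 1 or 4 was left out (adjusted p between 0.109 and 0.114), with the methods' t-test and without control mice 3 and 7. The calls of Grb10, Lrrc8a and Tceal8 were lost with mouse number as a replicate block. Rps19bp1, the next gene to Atf4 in the mouse genome annotation used here (GRCm38.p6), fell from 8.54 ± 0.03 to 8.33 ± 0.01 (SD, n = 8), which is the floor of the arrays. Its change of -0.21 ± 0.01 (S.E.) was small in size and large against its error (limma, adjusted p = 1.28e-08). Mief1, the neighbour of Atf4 on the other side, was included after its values were seen and gave -0.00365 and -0.00266 on its probes (95% interval -0.06 to 0.06 for the brighter one). Among all 11 neighbours measured, Rps19bp1 was the 1 that fell, and 2 fell when adjusted over the list alone. Syngr1 gave -0.14, -0.08, 0.00661 and -0.000545 on its probes.

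The 10 genes that rose did so by little. The changes were 0.26 for Ndufaf5, an assembly factor of respiratory complex I, 0.21 for Eloa, a subunit of an elongation factor, 0.16 for Mapkapk3, a kinase downstream of p38, and 0.16 for Ptpmt1, a mitochondrial phosphatase. Gps2 gave 0.15, Kif1b 0.11, Ehmt2, a histone methyltransferase, 0.09, Ing2 0.08, H13 0.07 and Fbxw4 0.07. None lay in the 5 lists of the preceding paragraph. Other probes of Ndufaf5 (0.01), Gps2 (0.02), Fbxw4 (0.03), Ehmt2 (-0.03 and 0.01), H13 (-0.02, -0.00446 and -0.00236) and Kif1b (0.08, 0.08, 0.05, 0.04 and -0.02) did not pass. With a variance prior that follows the signal and robust estimation together, 2 of the 10 rises and 25 of the 25 falls stayed past the threshold. With that prior alone 3 of the rises and 25 of the falls stayed, and with robust estimation alone 8 and 24. The methods' t-test kept 5 and 22, and the fit without control mice 3 and 7 kept 2 and 19. Mouse number as a replicate block kept 0 of the rises and 13 of the falls. Leaving out 1 array kept between 4 and 9 of the rises, with 4 kept without control mouse 4 or ATF4 mKO mouse 4, 5 or 8, and 5 without control mouse 2, 6 or 7 or ATF4 mKO mouse 1 or 2. It kept between 23 and 25 of the falls.

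At an unadjusted p of 0.025 or less, the methods' t-test called 733 probes, 2.85% of all, of which 346 were lower and 387 higher, where about 642 would pass with no change in any mRNA. With the false discovery rate at 0.1 that test called 27, of which 22 were lower and 5 higher. A list of 9 ATF4 target genes named by the study was measured, and all 9 were lower in ATF4 mKO mice. With limma at an adjusted p of 0.1, 6 fell and 3 (Eif4ebp1, Eif3c and Slc38a2) did not pass. The count of falls was 8 of 9 when adjusted over the list alone. By the methods' t-test, Eif4ebp1 (unadjusted p = 0.0114) and Eif3c (0.0179) were past the study's cutoff of 0.025. Slc38a2 was not (lowest p of its probes 0.0779). The study reports all of these genes, Slc38a2 included, as reduced by the deletion of Atf4, so their direction here is not independent evidence. Gadd45a, a mediator of acute atrophy, was 9.98 ± 0.29 in control and 9.97 ± 0.38 in ATF4 mKO mice (SD, n = 8) on its first probe, a difference of -0.01 ± 0.16 (S.E.; limma, adjusted p = 1.00), and -0.01 on the other. Tfrc (-0.19 and -0.17), Ckmt2 (-0.07 and -0.02), Il15 (-0.01, -0.12 and -0.03) and Fndc5 (-0.09 and -0.03), named by the study for their response to compounds fed to other mice, did not pass on any probe. As a list these 4 had a mean change of -0.11 (camera, adjusted p = 0.0227). That call was lost with an estimated correlation (adjusted p = 0.162) and without control mouse 1, 3 or 4 or ATF4 mKO mouse 3, 4 or 5, with an adjusted p between 0.0507 and 0.0882.

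Gene lists fixed before the data were examined, but with the study's text known, were then compared as wholes. By limma's camera, 12 of 29 lists were lower in ATF4 mKO muscle and 0 were higher at an adjusted p of 0.05. With the inter-gene correlation estimated from the data, 5 of the 12 calls held. These included the cytosolic synthetases (mean change -0.20; camera, adjusted p = 1.21e-23), the stress response factors (-0.12; adjusted p = 0.000431), the amino acid transporters (-0.05; adjusted p = 0.000819) and the synthesis enzymes (-0.03; adjusted p = 0.000745). The fifth was the list of named ATF4 target genes (-0.31; adjusted p = 5.86e-31). The study reports the members of that list as reduced in this comparison, so its test was bound to pass and adds no evidence, and the lists of synthetases, transporters and stress response factors share members with it. All 7 synthetases that fell are named in the study's text as dependent on ATF4 in aged muscle. The p of the synthetase list is therefore not independent evidence either. The adjusted p of the 5 with an estimated correlation was 0.0112 or less. A few members carried these means, since the median change was -0.04 for the synthetases, -0.01 for the stress response factors, where Atf5 gave -1.01, -0.01 for the transporters and -0.00523 for the synthesis enzymes. By fry, which tests each list alone, these 5 and the neighbours of Atf4 were lower. The count of 12 dropped to 6 without ATF4 mKO mouse 5 and to 7 without ATF4 mKO mouse 4 or control mouse 1 or 4, and it was 7 with array weights.

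**Figure D3:**
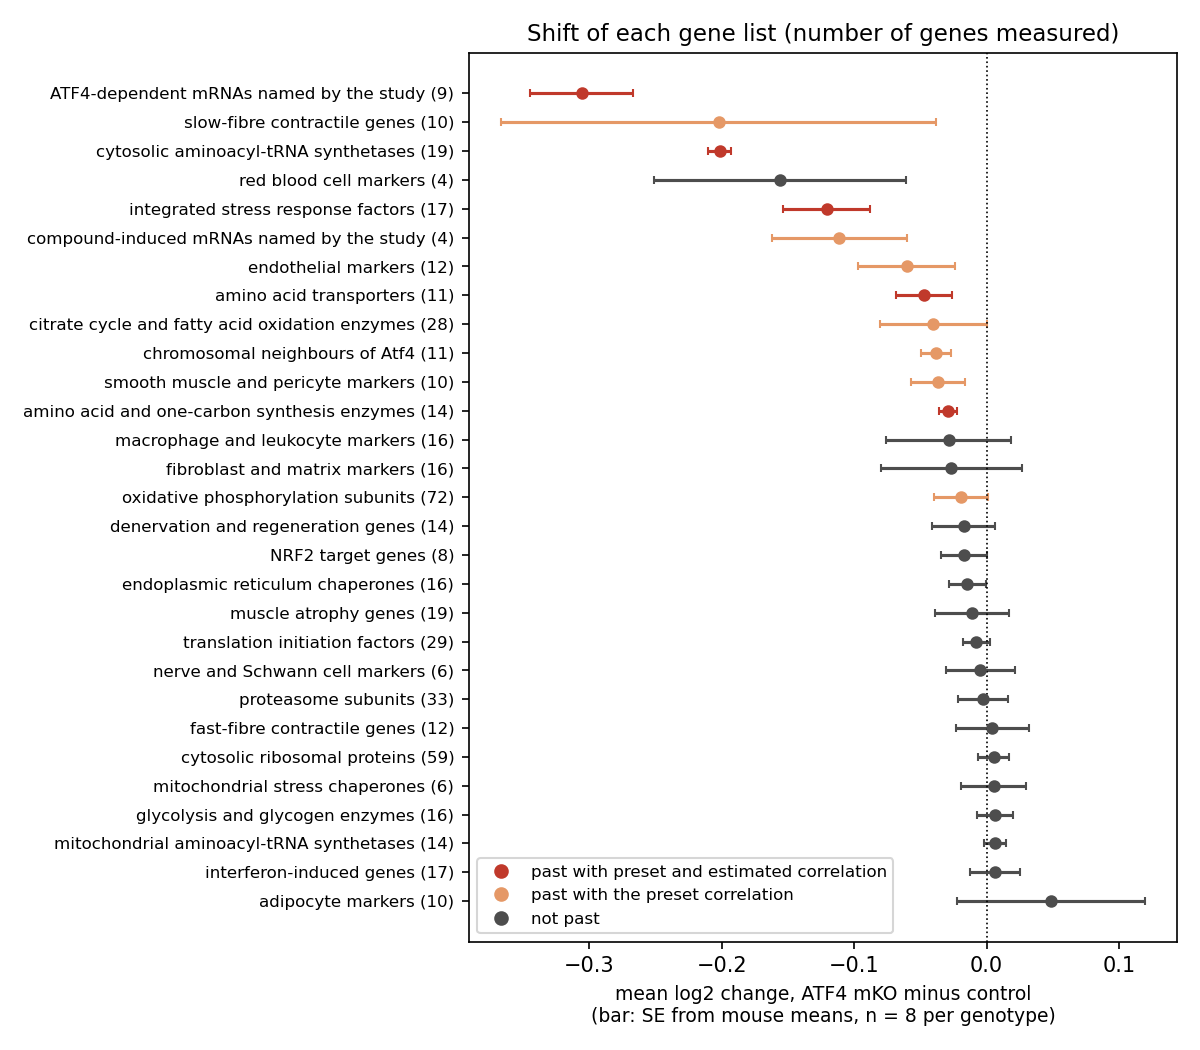
Mean log2 change of each of 29 gene lists (ATF4 mKO minus control) with the S.E. computed from the list means of the mice (n = 8 per genotype), and the number of genes measured in brackets. Red lists passed with both the preset and an estimated correlation, orange lists with the preset correlation alone, and grey lists did not pass.

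Contractile genes of slow fibres were lower in mean but varied widely between mice. The 10 measured were all below the control mean, 0 of them passed the threshold, and the mean change was -0.20 (camera, adjusted p = 0.00367). With an estimated correlation, which was 0.784 for this list, the call was lost (adjusted p = 0.636), as it was without ATF4 mKO mouse 5 (mean change -0.12, adjusted p = 0.0851). The list mean was 11.07 ± 0.29 in control and 10.86 ± 0.37 in ATF4 mKO mice (SD, n = 8; two-sided exact permutation p = 0.240). Atp2a2, the calcium pump of slow and cardiac muscle, gave -0.36 and Myoz2 -0.31. Contractile genes of fast fibres had a mean change of 0.00450 and a median of -0.000133 over 12 members, and the sign of the mean turned after quantile normalization and with array weights, and Atp2a1, the fast calcium pump, gave 0.04 (camera, adjusted p = 0.868).

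Genes of mitochondrial energy metabolism were also slightly lower as lists, with 0 single members past the threshold. The 28 citrate cycle and fatty acid oxidation enzymes had a mean change of -0.04 (camera, adjusted p = 0.0227; adjusted p = 0.705 with an estimated correlation). Leaving out control mouse 1, 3 or 4 or ATF4 mKO mouse 3, 4, 5 or 8 ended that call, with an adjusted p between 0.0507 and 0.286. Without control mouse 3 the mean change was -0.02. Suclg1 gave -0.06 and Idh3a 0.12. The 72 subunits of oxidative phosphorylation had a mean change of -0.02 (camera, adjusted p = 0.0481; adjusted p = 0.791 with an estimated correlation), and 11 of the 16 fits without 1 array lost the call, with an adjusted p between 0.0563 and 0.470 and a mean change between -0.03 and -0.01 over all 16. The call was kept without control mouse 2 or 7 and without ATF4 mKO mouse 2, 6 or 7. Atp5g1 gave -0.11 and Ndufv1 -0.08. The 16 enzymes of glycolysis and glycogen metabolism had a mean change of 0.01 (camera, adjusted p = 0.860), and the 6 mitochondrial stress chaperones 0.01 (adjusted p = 0.868), with Hspa9 at -0.14 and Trap1 at 0.07.

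Markers of other cell types in the muscle had list means that changed by -0.16 to 0.05. The 12 endothelial markers had a mean change of -0.06, with Ly6c1 at -0.16 and Egfl7 at -0.15, -0.08 and 0.01 on its probes (camera, adjusted p = 0.00165; adjusted p = 0.447 with an estimated correlation). The 10 smooth muscle and pericyte markers had a mean change of -0.04 (camera, adjusted p = 0.0481; adjusted p = 0.447 with an estimated correlation), a call that was lost in 8 of the 16 fits without 1 array, those without control mouse 1, 3, 4, 5 or 7 or ATF4 mKO mouse 4, 5 or 8 (adjusted p between 0.0567 and 0.264). The mean change was -0.03 for 16 macrophage and leukocyte markers (camera, adjusted p = 0.117), -0.03 for 16 fibroblast and matrix markers (adjusted p = 0.188), 0.05 for 10 adipocyte markers (adjusted p = 0.844; median -0.000942) and -0.16 for 4 red blood cell markers (adjusted p = 0.0612). Hba-a1, an alpha globin, gave -0.44 and Scd1 0.43, and neither passed. Single mice decided some of these values. Without control mouse 3 the mean change was -0.08 for the red blood cell list and -0.04 for the endothelial list. Over all fits without 1 array it ran from -0.07 to -0.01 for the leukocyte list, from -0.06 to -0.00621 for the fibroblast list and from 0.02 to 0.10 for the adipocyte list. Without ATF4 mKO mouse 3 the leukocyte list passed (camera, mean change -0.07, adjusted p = 1.28e-05), as did the red blood cell list (adjusted p = 0.0195) and the fibroblast list (adjusted p = 0.0468). Without control mouse 7 the leukocyte list passed (adjusted p = 0.0136) and without control mouse 3 the fibroblast list did (adjusted p = 0.00097). The red blood cell list also passed without control mouse 6, 7 or 8, with an adjusted p up to 0.0489. These calls used the preset correlation of 0.01, and fits without 1 array were not run with an estimated one. Over all arrays the estimate was 0.540 for the leukocyte, 0.455 for the fibroblast and 0.708 for the red blood cell list. With it these lists were far from passing (camera, adjusted p = 0.817, 0.817 and 0.636), so the calls are weak evidence of a change. The 6 nerve and Schwann cell markers had a mean change of -0.00463, a median of 0.00702 and a test that pointed up (adjusted p = 0.373).

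Lists of muscle wasting and protein turnover did not pass. The 19 muscle atrophy genes had a mean change of -0.01 and a median of 0.00014 (camera, adjusted p = 0.868), with Traf6 at 0.08, 0.01 and -0.00211 on its probes and Cdkn1a between -0.30 and -0.11 on its 3 probes. The 33 proteasome subunits had a mean change of -0.00236 (adjusted p = 0.841), the 59 cytosolic ribosomal proteins 0.01 (adjusted p = 0.531), with Rpl29 at 0.11 and Rpl37 at 0.07, -0.02 and -0.00571, and the 14 denervation and regeneration genes -0.02 (adjusted p = 0.428; -0.03 to -0.00645 without 1 array). The 29 translation initiation factors had a mean change of -0.01, a median of 0.01 and a test that pointed up (camera, adjusted p = 0.868). The adjusted camera p was 0.397 for the endoplasmic reticulum chaperones (mean change -0.01), 0.480 for the mitochondrial synthetases (0.01), 0.484 for 17 interferon-induced genes (0.01) and 0.607 for 8 NRF2 target genes (-0.02). The 11 neighbours of Atf4 had a mean change of -0.04 (camera, adjusted p = 0.0481; adjusted p = 0.140 with an estimated correlation), with the lowest members Rps19bp1 at -0.21 and Syngr1 at -0.14 and a median of -0.00266. That call was lost in 11 of the 16 fits without 1 array (adjusted p between 0.0507 and 0.106) and was kept without control mouse 5, 6 or 7 or ATF4 mKO mouse 2 or 7.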

Values the study reported

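In mice of 22 months, the study found skeletal muscles of ATF4 mKO mice to be larger by 8 ± 2% than those of littermate controls, grip strength to be higher by 11 ± 2% and specific force by 24 ± 6%. Body weight was 39.3 ± 1.4 g in control and 38.1 ± 2.1 g in ATF4 mKO mice (p = 0.45). Type IIb fibres made up 87 ± 3% of quadriceps fibres in control and 92 ± 2% in ATF4 mKO mice, and type IIx fibres 13 ± 3% and 8 ± 2% (p = 0.13). None of these values is an mRNA level.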

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

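Of 182 sets of 8 mice, each a list mean or a gene chosen by the rule fixed beforehand in 1 genotype, 11 held a mouse whose distance from its nearest neighbour, as a share of the range of the set, exceeded the critical value of Dixon's gap test for 8 values. Chance alone gives about 1 in 20, or 9.1 here. The test of the whole locus and that of the slow-fibre list mean in the paragraphs that follow were chosen after the results were seen, as were the count of splits with an estimated correlation and the fit with a prior that follows the signal alone.

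ATF4 mKO mouse 3 stood apart in leukocyte genes. Its mean of the macrophage and leukocyte markers was 8.99, against 8.64 to 8.72 in the others (share of the range 0.775), its mean of interferon-induced genes was 8.64, against 8.48 to 8.55 (0.590), and its Nupr1 signal was 9.55, against 9.21 to 9.35 (0.579). Control mouse 3 had a red blood cell mean of 10.21, against 9.53 to 9.70 (0.747), and a Hba-a1 signal of 14.39, against 12.80 to 13.29 (0.692). Control mouse 7 had a low mean of the mitochondrial synthetases, 8.93 against 8.97 to 8.997 (0.621), a high Slc7a5 signal, 8.70 against 8.56 to 8.62 (0.563), and a low Idh3a signal, 12.37 against 12.58 to 12.75 (0.554). Control mouse 1 had a low mean of the endoplasmic reticulum chaperones, 9.39 against 9.44 to 9.49 (0.556). Control mouse 5 had a high Nupr1 signal, 9.998 against 9.32 to 9.63 (0.544). ATF4 mKO mouse 7 had a high mean of the neighbours of Atf4, 9.18 against 9.13 to 9.15 (0.539).

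Rps19bp1 fell with its neighbour Atf4. A shift of the whole deleted locus was argued against by the brighter probe of Mief1, the neighbour on the other side (control signal 8.80). The lowest 95% bound of its change was -0.0615 against a change of -0.21 for Rps19bp1. The other Mief1 probe (8.31) lay at the floor and could not have fallen that far. The median of the 10 other neighbours was -2e-05, but these include Mief1, and Mgat3 (8.39) among them also lay near the floor. The Rps19bp1 probe may also take up signal from Atf4 transcripts. Among control mice the signals of the pair had r = 0.275 (n = 8, exact permutation p = 0.495; rho = 0.238, exact p = 0.582; r = -0.305 without the 2 mice farthest from the Atf4 median), and too few mice with too small a range of Atf4 keep this open. Dependence of Rps19bp1 on ATF4, or on sequence lost with the deleted part of Atf4, was not tested and stays open, since every ATF4 mKO mouse carries the same deletion.

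The 10 rises were small. With a variance prior that follows the signal and robust estimation in place of the constant variance prior, 2 of the 10 (Eloa and Ndufaf5) stayed past the threshold. With that prior alone 3 stayed (Kif1b in addition) and with robust estimation alone 8, so the constant prior is a candidate explanation for the calls of the other 7, whose changes themselves did not move. For a single array as the source, the criterion written beforehand, fewer than 5 kept without some array, was met with 4 kept, but leaving out any of 15 arrays kept fewer than 8, and after these counts were seen the question was set to open, because a general loss of power gives the same. Effects of the genotype on these genes stay open.

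Lists of slow-fibre and oxidative genes were lower in ATF4 mKO muscle with the preset correlation. A different share of slow and oxidative fibres from mouse to mouse would move the slow-fibre and citrate cycle lists together within a genotype. Their means had r = 0.399 in control mice (n = 8, exact permutation p = 0.309) and r = 0.440 in ATF4 mKO mice (exact p = 0.274), with rho of 0.310 and 0.405 (exact p = 0.462 and 0.327), and r of 0.944 and 0.794 without the 2 mice farthest from the median of the slow-fibre list. The relation could neither be shown nor excluded with 8 mice. A genotype effect beyond the spread between mice was not shown either (exact permutation p = 0.240 for the slow-fibre mean), so both stay open.

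Chance can be excluded as the source of a count as high as 35 probes, though not for each of the 35: of 100 splits of the 16 arrays into 8 and 8, the real one included, 1 gave as many, and the highest of the others gave 2. For the 12 lists, 1 of 100 splits gave as many, but the highest of the others gave 11 and their median was 4, which points to a structure shared by genes of a list that the preset correlation does not hold. With an estimated correlation the real split gave 5 lists, 1 of 100 gave as many, and the highest of the others gave 1. The list of genes that the study reports as reduced is among those of the real split.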

How the results depend on the processing

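The fits without control mice 3 and 7, with a prior that follows the signal alone and with robust estimation alone were chosen after seeing the data. The fall of Atf4 stayed past the threshold in every alternative. The 35 called probes were the same after quantile normalization and after median centring. The deposited arrays already had nearly equal distributions (mean gap between values of equal rank 0.00841), so these settings could change little. The count was 40 without the dimmer part of the probes, 33 with array weights, 32 with a prior that follows the signal and robust estimation, 30 with that prior alone and 32 with robust estimation alone. It was 29 at an adjusted p of 0.05, 27 with the methods' t-test, 25 without control mice 3 and 7, and 23 genes with the mean of the probes of a gene. At an unadjusted p of 0.025 it was 767 with limma. The methods' t-test at that p, which changes both test and threshold, gave 733. Falls made up 71.4% of calls in the main fit, 93.8% with a prior that follows the signal and robust estimation together and 86.7% with that prior alone. Leaving out each array gave 28 to 37 probes, and 22 of the 25 falls and 3 of the 10 rises were kept in all 16 such fits.

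With mouse number as a replicate block, 16 probes were called, 13 of them among the 25 falls and 0 among the 10 rises. Mice of equal number did not clearly deviate together (correlations from -0.23 to 0.24, over 0.1 in 2 of 8 pairs, and 2 of 16 mice closest to their own number). A pairing by number was therefore not seen, though 8 pairs cannot exclude one. The controls were littermates, but the labels do not give the litter of a mouse, and the main fit treats the mice as independent.

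The number of lists past the threshold was 12 here, 5 with an estimated correlation, 6 by fry, 7 with array weights, and 6 to 13 without 1 array. Fewer samples are a part of the last range, and the cause was not tested for the array weights. Values that changed sign were close to 0, and the cause was not tested. The fast-fibre list mean was -0.00084 with array weights and -8.79e-06 after quantile normalization. With the mean of the probes of a gene, the mitochondrial stress chaperones gave -0.000211 and the nerve markers 0.00175. Without 1 array the mean ran from -3.5e-05 to 0.0108 for the ribosomal proteins, -0.00871 to 0.0174 for fast-fibre genes, -0.00895 to 0.0143 for interferon-induced genes, -0.00085 to 0.00889 for the mitochondrial synthetases, -0.00716 to 0.0136 for the mitochondrial stress chaperones, -0.0197 to 0.00512 for atrophy genes, -0.0180 to 0.00638 for nerve markers and -0.0112 to 0.00761 for proteasome subunits. Gadd45a ran from -0.0872 to 0.0783.

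Over all 850 values computed for the settings other than a left-out array, 755 kept their direction and side of the threshold, 80 lost the threshold, 5 gained it, 4 changed sign and 6 were the counts of probes and lists given above as lower or higher by a large factor. A slide block (no slide is given) and a pseudocount (the values are log2) were not run. Probes near the floor limit what can be seen, and 65.7% lie below 8.5.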

Other observations

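Gadd45a and Chac1 differed more between mice of 1 genotype than most genes described here. Gadd45a ran with an SD of 0.29 in control and 0.38 in ATF4 mKO mice, and Chac1, a glutathione-degrading enzyme known as a target of ATF4, was 12.48 ± 0.48 in control and 12.12 ± 0.78 in ATF4 mKO mice (SD, n = 8), a difference of -0.36 that did not pass (limma, adjusted p = 0.940). Chac1 was singled out after its values were seen.

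A hypothesis was that Gadd45a, which denervation is known to raise, follows denervated fibres in some of these old mice. Over the list of denervation and regeneration genes, r with Gadd45a was 0.804 in control mice (n = 8, exact permutation p = 0.0153; rho = 0.524, exact p = 0.197) and 0.651 in ATF4 mKO mice (exact permutation p = 0.0743; rho = 0.571, exact p = 0.151). Adjusted over the 8 relations computed, p was 0.122 and 0.297. Without the 2 mice farthest from the median of the list, r was 0.447 and 0.314, so the relation rests in part on those mice. The direction may be shared by the genotypes, but the lower r of 0.651 did not pass in ATF4 mKO mice, and the hypothesis stays open.

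A second hypothesis was that control mice with more Atf4 mRNA have more synthetase mRNA. Among control mice the Atf4 signal and the mean of the cytosolic synthetases had r = 0.412 (n = 8, exact permutation p = 0.329, adjusted p = 0.438; rho = 0.238, exact p = 0.582), and 0.377 without the 2 mice farthest from the Atf4 median. Among ATF4 mKO mice r was -0.605 (exact permutation p = 0.112, adjusted p = 0.2998; rho = -0.405, exact p = 0.327) and -0.142 without the 2 farthest. Neither relation passed, and 8 mice with an SD of Atf4 of 0.12 in control and 0.05 in ATF4 mKO mice cannot exclude one. In ATF4 mKO mice the Atf4 signal (8.52) lay close to the floor, so their r cannot test the hypothesis.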
